# Embryonic ethanol exposure alters expression of *sox2* and other early transcripts in zebrafish, producing gastrulation defects

**DOI:** 10.1038/s41598-020-59043-x

**Published:** 2020-03-03

**Authors:** Swapnalee Sarmah, Rajneesh Srivastava, Jeanette N. McClintick, Sarath C. Janga, Howard J. Edenberg, James A. Marrs

**Keywords:** Gastrulation, Embryology

## Abstract

Ethanol exposure during prenatal development causes fetal alcohol spectrum disorder (FASD), the most frequent preventable birth defect and neurodevelopmental disability syndrome. The molecular targets of ethanol toxicity during development are poorly understood. Developmental stages surrounding gastrulation are very sensitive to ethanol exposure. To understand the effects of ethanol on early transcripts during embryogenesis, we treated zebrafish embryos with ethanol during pre-gastrulation period and examined the transcripts by Affymetrix GeneChip microarray before gastrulation. We identified 521 significantly dysregulated genes, including 61 transcription factors in ethanol-exposed embryos. Sox2, the key regulator of pluripotency and early development was significantly reduced. Functional annotation analysis showed enrichment in transcription regulation, embryonic axes patterning, and signaling pathways, including Wnt, Notch and retinoic acid. We identified all potential genomic targets of 25 dysregulated transcription factors and compared their interactions with the ethanol-dysregulated genes. This analysis predicted that Sox2 targeted a large number of ethanol-dysregulated genes. A gene regulatory network analysis showed that many of the dysregulated genes are targeted by multiple transcription factors. Injection of *sox2* mRNA partially rescued ethanol-induced gene expression, epiboly and gastrulation defects. Additional studies of this ethanol dysregulated network may identify therapeutic targets that coordinately regulate early development.

## Introduction

Fetal alcohol spectrum disorder (FASD) is caused by the exposure to ethanol during prenatal developmental^1–3^. FASD patients display a range of morphological deformities and neurological deficits, including characteristic craniofacial dysmorphology, cognitive impairment, sensory defects, motor disabilities and organ deformities. A recent meta-analysis of FASD among children and youth showed the prevalence is approximately 0.8% globally, but it exceeds 1% in 76 countries^4^. The World Health Organization (WHO) European Region has the highest prevalence of FASD (1.98%) followed by the WHO Region of Americas (0.88%)^4^. Among all the countries studied to date, FASD is the most prevalent in South Africa where the prevalence is as high as 11.1%^4^. FASD prevalence is notably higher among special populations, for example, low socioeconomic status populations^5,6^, children in orphanages, people in psychiatric care etc.^4^.

Despite various proposed mechanisms to explain FASD etiology, the molecular targets of ethanol toxicity during development are poorly understood. Conception through gastrulation are sensitive periods for ethanol-induced defects^7,8^. During this period stem and progenitor cells transition from pluripotency to one of the three germ layers, and the cells undergo coordinated movements to organize the body plan^9,10^. These effects are regulated transcriptionally, for example, through the maternal to zygotic transition and the pluripotency transcriptional circuit. Since mammalian embryos develop inside their mother, it is difficult to study the effects of ethanol during gastrulation.

The zebrafish is an outstanding model to study early stages of embryogenesis because zebrafish produce hundreds of embryos synchronized at the same developmental stage and the embryos develop outside their mother^9,11^. There are morphological differences in early development stages between fish and humans. However, developmental gene expression networks are highly conserved from fish to human^12^. Zebrafish is an established model for the study of embryonic ethanol-exposure effects on development and its functional consequences, providing insights into the potential mechanisms of ethanol teratogenicity^13–15^.

Ethanol treatment of zebrafish embryos from 2 to 24 hours post-fertilization (hpf) reproducibly causes robust FASD-like defects, including craniofacial, cardiac, and neural defects^14–21^. This is a model for chronic ethanol exposure during early stages of pregnancy, when mothers may not know they are pregnant and may continue to drink alcohol. Our previous studies provided evidence of critical signaling dysregulation during organogenesis, including BMP, Notch, Wnt, and retinoic acid, which leads to heart and eye defects^18,20^. Phenotypic differences between ethanol-treated and untreated embryos were first detected during gastrulation, when ethanol-treated embryos displayed reduced epiboly progression^22–24^. Our studies examining changes in gene expression in ethanol-exposed embryos at mid-gastrulation (8 hpf) using microarray gene expression analysis identified various dysregulated genes including cell adhesion molecule Protocadherin-18a^22^. Defects in epiboly and gastrulation cell movements in ethanol-exposed embryos resembled the phenotype of embryos deficient in cadherin cell adhesion^25^. Protocadherin-18a was reduced after ethanol exposure, and injection of mRNA encoding protocadherin-18a partially rescued epiboly progression, cellular morphology of the enveloping layer cells during gastrulation, and convergence-extension of the anterior-posterior axes^22^. However, the ethanol dysregulated genes identified during mid-gastrulation could include indirect effects of ethanol exposure. We hypothesize that developmental signaling pathway defects seen during morphogenesis and organogenesis represent pleiotropic effects of ethanol on gene expression patterns that begin at the earliest stages of embryogenesis, when the embryo is first exposed to ethanol.

Gastrulation is a highly sensitive period for ethanol-induced defects^7,8^. In humans, gastrulation occurs at implantation and is the first time of exposure to maternal blood circulation and, hence, to maternal blood alcohol. Initial development is controlled by the maternally deposited proteins and mRNAs, until a burst of zygotic genes are transcribed in the early embryo prior to gastrulation that ultimately controls development^26,27^. In zebrafish, gastrulation starts around 5.25 hpf when the blastomere cells cover 50% of the yolk cells^10,28^. The initial zygotic transcriptional burst occurs ahead of gastrulation, during midblastula transition around 3 hpf^27^. The pluripotency factors Nanog, Pou5f1 (Oct4) and SoxB1, activate the zygotic program and pre-gastrulation development in zebrafish^27^. Zebrafish SoxB1 comprises of six *sox* genes: *sox1a/1b/2/3/19a/19b*^29^, of which, *sox19b* is supplied maternally^30^. These maternal factors play fundamental roles in activating transcription during early embryogenesis. Most of the initially activated genes guide early development^27^. The gene encoding the transcription factor Sox2 is one of the earliest zygotic genes activated (around 30% epiboly or 4.3 hpf)^30^. Sox2 plays critical roles in early vertebrate development by maintaining pluripotency and promoting differentiation later. This study examined the effects of ethanol on early transcripts before gastrulation. Affymetrix GeneChip microarray was performed and ethanol dysregulated genes that include critical transcription factors were identified. A gene regulatory network involving transcription factors and their target genes was identified. Experiments revealed significant reduction in *sox2* transcripts and dysregulation of Sox2 target genes after ethanol exposure. Injecting *sox2* mRNA partially rescued ethanol defects in early zebrafish embryos, showing an important role in FASD genesis.

## Results

### Ethanol exposure during blastula period perturbs gene expression patterns prior to gastrulation

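Total RNA from pools of 20 embryos was hybridized to 1-colour Affymetrix Zebrafish Genome Arrays. One pool of each experiment had been kept in embryo medium with 100 mM ethanol from 2 hpf and the other without, and RNA was extracted at 4.5 hpf. The 12 arrays hold 6 control and 6 ethanol pools, numbered 1 to 6 in each treatment. Arrays of the same number were treated as the pair of 1 experiment, because the paper's methods fit experiment as a factor. Their deviations from the treatment means had correlations of 0.37 to 0.67 across probe sets. For experiments 1, 3 and 4, however, another ethanol array was closer to the control array than the one of its number. Even so, a model with these pairs as experiments gave the p of all 651 probe sets of Table S1 to within 1%. The authors' model therefore used the same pairs. The deposited values are MAS5 signals on a linear scale, which the authors had scaled to a common target on each array. The median signal over all probe sets was 91.6 to 102 in the control arrays (median 97.7) and 98.6 to 106.6 in the ethanol arrays (median 101). Detection calls were not used here. Instead, of 15617 probe sets, 115 Affymetrix control probe sets and 5735 with a mean signal under 50 in both treatments were left out, and 9767 were tested. The log2 signal was fitted in limma with treatment and experiment as factors. A probe set was called higher or lower with ethanol at a Benjamini-Hochberg adjusted p under 0.15, an unadjusted p under 0.03 and an absolute fold change of at least 1.25, after the thresholds the paper states. The number of arrays limits the precision of each value. In addition, 23 gene lists were fixed before the data were examined, although Table S1 had been read by then. Each listed gene is represented by its tested probe set of highest mean signal, and each list was compared with all other probe sets by camera, once with its preset and once with an estimated correlation between genes. Camera tests for a shift of a list in 1 direction, so that changes of mixed direction can escape it.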

Affymetrix GeneChip microarray analysis comparing control embryos to those treated with ethanol from 2 to 4.5 hpf (cleavage and pre-gastrulation stages) showed statistically significant changes of expression of many genes critical for embryogenesis (Supplementary Table S1) including *sox* genes, Notch ligands and *Hairy/E(spl)-related* (*her*) genes. To validate microarray results, a subset of genes were examined by either qPCR or by *in situ* hybridization. 

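Transcripts of *sox2*, which encodes a SoxB1 transcription factor, of the Notch ligand gene *dlc* and of *her7*, a gene of the segmentation clock, fell with ethanol at 4.5 hpf. The *her7* signal was 1043 ± 454 (SD, n = 6) in control embryos and 379 ± 230 (SD, n = 6) in ethanol-exposed embryos. Its log2 fold change was -1.55 (SE 0.16, adjusted p = 0.0221 from limma), and it was lower in 6 of 6 experiments. For *sox2*, on the probe set that Table 2 lists, the signal was 321 ± 103 (SD, n = 6) in control and 159 ± 38.2 (SD, n = 6) in ethanol-exposed embryos. This is a log2 fold change of -0.99 (SE 0.10, adjusted p = 0.0221 from limma), again with a lower signal in 6 of 6 experiments. Another *sox2* probe set, with a control mean of 237, had a log2 fold change of -0.90 (SE 0.15, adjusted p = 0.0716 from limma), while one more, with a control mean of 36.5, lay under the signal minimum. The *dlc* signal was 221 ± 91.8 (SD, n = 6) in control and 131 ± 78.4 (SD, n = 6) in ethanol-exposed embryos on its first probe set, a log2 fold change of -0.88 (SE 0.18, adjusted p = 0.0940 from limma). On a second, with a control mean of 300.4, the *dlc* change was -0.83 (SE 0.23, adjusted p = 0.148 from limma), and both *dlc* probe sets were lower in 5 of 6 experiments and not in experiment 2. One more *dlc* probe set, with a control mean of 18.0, lay under the signal minimum. The exact two-sided sign-flip permutation test over the 6 experiments gave p = 0.03125, the smallest it allows, for *her7* and both *sox2* probe sets, and p = 0.0625 for both *dlc* probe sets. Over the arrays that resemble one another, the mean log2 ratios in experiments 1 and 2, in 3 to 5 and in 6 were -1.25, -0.87 and -0.85 for *sox2* on the probe set of Table 2, -1.24, -1.80 and -1.44 for *her7*, and -0.56, -1.09 and -0.85 for *dlc* on the first probe set. They were -0.22, -0.99 and -1.57 for *dlc* on the second. Without the experiment term, none of these probe sets passed the test. The call of *sox2* on the other probe set was lost without experiment 3 (log2 fold change -0.92), and that of *dlc* on the first probe set without experiment 1 (-0.81), 3 (-0.88), 4 (-0.84), 5 (-0.78) or 6 (-0.88) and on the second without experiment 1 (-0.81), 3 (-0.84), 4 (-0.77), 5 (-0.78) or 6 (-0.68).

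**Figure D1:**
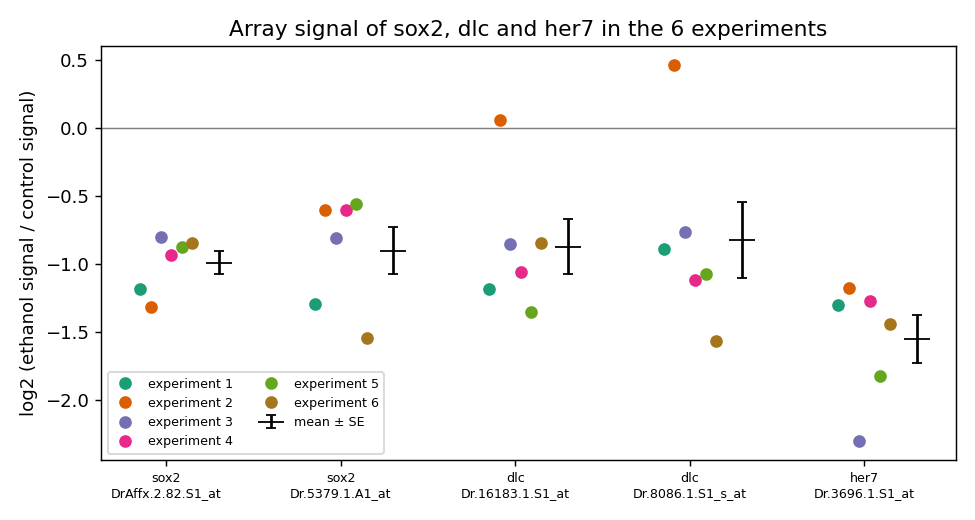
Log2 ratio of ethanol to control signal of *sox2*, *dlc* and *her7* probe sets in the 6 experiments. Points are single experiments and bars the mean with the standard error of the 6 log2 ratios. The *her7* ratios lie between -2.30 and -1.18.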

Downregulation of *sox2* (array fold change −1.99, p < 0.0001), *dlc* (array fold change −1.82, p = 0.007) and *her7* (array fold change −2.51, p < 0.001) genes at 4.5 hpf after ethanol exposure was confirmed by qPCR (Fig. 1A). *In situ* hybridization showed reduced staining for *sox2*, *dlc* and *dld* (array fold change −1.53, p < 0.001) at 4.5 hpf in ethanol-exposed embryos compared to control embryos (Fig. 1B–G).

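The *dld* (deltaD) transcript, which encodes a Notch ligand, also fell on the arrays. Its signal on the probe set that Table S1 titles deltaD was 702 ± 237 (SD, n = 6) in control and 484 ± 249 (SD, n = 6) in ethanol-exposed embryos. The log2 fold change was -0.62 (SE 0.12, adjusted p = 0.0940 from limma), with a lower signal in 6 of 6 experiments (exact two-sided sign-flip permutation test, p = 0.03125). The mean log2 ratio was -0.35 in experiments 1 and 2, -0.72 in experiments 3 to 5 and -0.85 in experiment 6. The gene tables used here name this gene *dldh*, with *dld* as an older symbol, and give the symbol *dld* to another gene. The *dld* call was lost without the experiment term, and without experiment 1 (log2 fold change -0.62), 3 (-0.62), 4 (-0.63), 5 (-0.54) or 6 (-0.57).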

**Figure 1:**
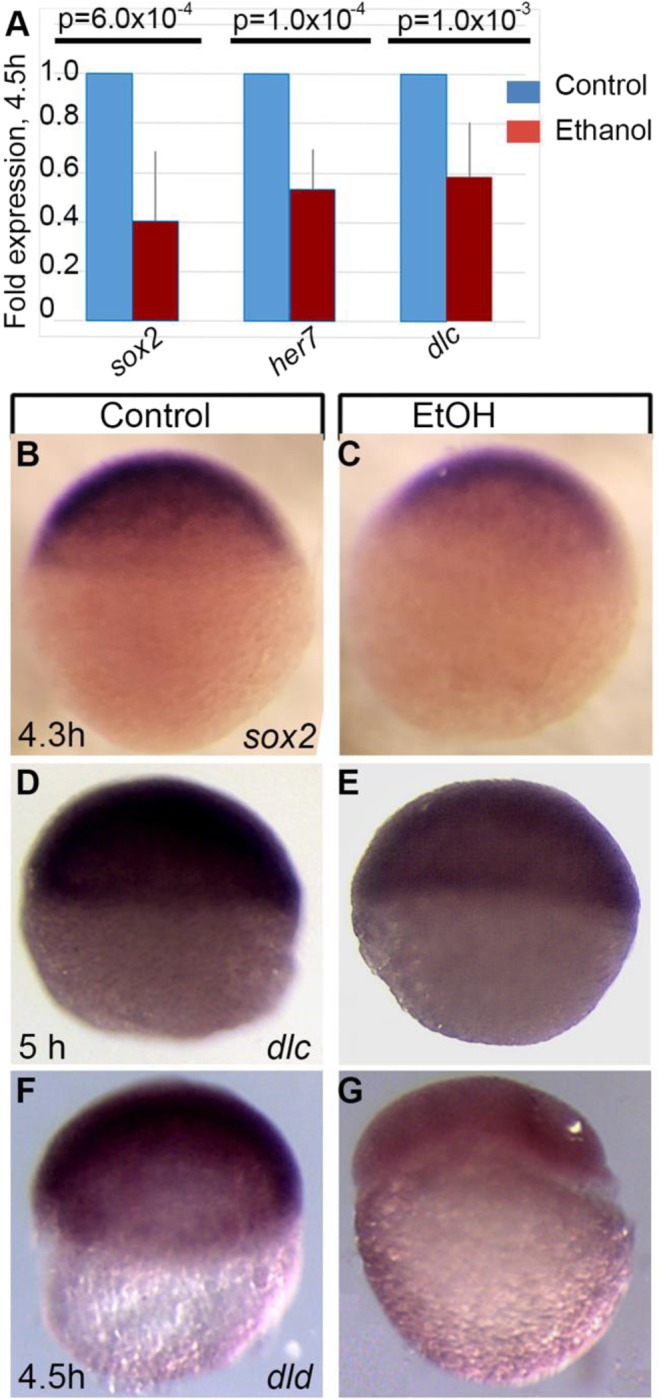
Ethanol exposure during mid-blastula transition changes the gene expression in zebrafish embryos. (**A**) Quantitative RT-PCR assays comparing transcript levels of *sox2, her7*, and *dlc* after ethanol treatment. Average fold change in expression was calculated from at least 3 independent experiments, with samples analyzed in triplicate. Samples were normalized to transcript levels for *rsp15*, and fold change for ethanol treated embryos was calculated by normalizing control levels to 1. (**B**–**G**) Whole mount *in situ* hybridization showed reduced expression of *sox2* (**B**,**C)**, *dlc* (**D**,**E**) and *dld* (**F**,**G**) in E100 embryos (**C**,**E**,**G**) compared to control (**B**,**D**,**F**).

There were significant changes in the expression of 651 probes, (absolute changes ≥ 1.25, FDR 0.15, p < 0.03) due to ethanol exposure (Supplementary Table S1). Out of those 651 probes, we were able to map Ensembl IDs for 534 probes, which correspond to 521 genes. 

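With ethanol, 369 probe sets were higher and 158 lower (adjusted p under 0.15 from limma), together 527 of the 9767 tested. Of these, 405 carry a name, for 391 genes, and 468 changed the same way in all 6 experiments. The median absolute fold change was 1.42. Among named probe sets that moved the same way in every experiment, the largest rise was that of *slc16a9b*, a monocarboxylate transporter gene, from 112 ± 81.0 (SD, n = 6) to 514 ± 166 (SD, n = 6). Its log2 fold change was 2.37 (SE 0.19, adjusted p = 0.0124 from limma). The paralog *slc16a9a* rose by 1.76 (SE 0.41, adjusted p = 0.108 from limma). The other large rises were those of *tigarb* (1.98), the amino acid transporter gene *slc1a4* (1.45), *nfil3-6* (1.38), *nlgn1* (1.30), the topoisomerase gene *top2a* (1.28), the secreted Frizzled-related gene *sfrp5* (1.17), *arrdc3a* (1.09) and *si:dkey-20i10.7* (1.08). The control means of *tigarb*, *slc16a9a*, *slc1a4*, *nfil3-6*, *nlgn1*, *top2a* and *sfrp5*, from 18.8 to 41.7, lay under the signal minimum, so that the sizes and the order of these rises are uncertain. The largest falls were those of *her7* and of *pck2* (-1.38), which encodes a phosphoenolpyruvate carboxykinase. They were followed by the presomitic mesoderm gene *msgn1* (-1.24), *si:dkey-7c18.24* (-1.21), *sid1* (-1.12), the retinaldehyde dehydrogenase gene *aldh1a2* (-1.09), the clock gene *her1* (-1.08), the transferrin gene *tfa* (-1.05), *ifi27.1* (-1.04) and the apolipoprotein gene *apoa1a* (-1.03). The share of higher among called probe sets was 70.0%, against 43.1% after quantile normalization (141 higher, 186 lower) and 29.5% after median centring of the arrays (120 higher, 287 lower). The median log2 fold change of all tested probe sets was 0.05, and -0.05 after median centring. Without the experiment term 1 probe set was called, with 804 at an unadjusted p under 0.05, and 120, 95, 23, 88, 93 and 145 were called without experiments 1, 2, 3, 4, 5 and 6.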

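Genes of kinesins, mitosis and microtubules were called only as higher. Of 43 tested, 6 rose, 0 fell and 37 did not pass (9 higher and 0 lower when adjusted over the list alone). *camsap1b*, whose product binds microtubule minus ends, had a log2 fold change of 0.76 (SE 0.18, adjusted p = 0.111 from limma), *kif2c*, a kinesin gene, one of 0.49 (SE 0.11, adjusted p = 0.105), the phosphatase gene *cdc14b* one of 0.47 and the centriolar satellite gene *pcm1* one of 0.42, each higher in 6 of 6 experiments. The median of the list was 0.09, with 0.16, 0.11 and 0.09 in experiments 1 and 2, 3 to 5, and 6. The median was 0.12 after quantile normalization and turned to -0.01 after median centring of the arrays. The camera test gave an adjusted p = 0.0475 for the list, and an adjusted p = 0.202 with an estimated correlation. After quantile normalization these were an adjusted p = 1.64e-04 and an adjusted p = 0.101, and after median centring an adjusted p = 0.111 and an adjusted p = 0.217. Of 28 cell adhesion genes, 1 rose, 2 fell and 25 did not pass (3 higher and 3 lower when adjusted over the list alone). The claudin genes *cldn3d* and *cldn12* went opposite ways, with log2 fold changes of -0.82 (SE 0.20, adjusted p = 0.120 from limma) and 0.41 (SE 0.10, adjusted p = 0.122), and *dspa*, a desmoplakin gene, had one of -0.40 (SE 0.10, adjusted p = 0.130). The list median was 0.01, and -0.09 after median centring. Its camera test gave an adjusted p = 0.298.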

Functional annotation analysis of ethanol dysregulated genes was done using DAVID that identified genes enriched in cellular processes, including transcription regulation and gene expression; DNA recombination; cell division and microtubule-based movement; cell-cell adhesion; and carbohydrate metabolic processes. 

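Genes of the segmentation clock and presomitic mesoderm fell together. Of 14 tested, 0 were higher, 8 were lower and 6 did not pass (0 higher and 9 lower when adjusted over the list alone). With *her7*, *msgn1*, *aldh1a2* and *her1*, these were *dlc*, *dld*, *foxc1a* and *hes6*. The *msgn1* signal, for example, was 443 ± 163 (SD, n = 6) in control and 189 ± 69.3 (SD, n = 6) in ethanol-exposed embryos, with an adjusted p = 0.0494 from limma. The list median was -0.57 (log2), with -0.61 in experiments 1 and 2, -0.49 in experiments 3 to 5 and -0.81 in experiment 6. The camera test gave an adjusted p = 3.23e-10, and an adjusted p = 0.0329 with an estimated correlation, which was 0.0583 after median centring of the arrays. Before the *dld* probe set had been matched by its older symbol, which was done after the values were seen, the list held 1 called gene fewer. Of 27 genes of BMP signaling and dorsoventral patterning, 1 rose, 3 fell and 23 did not pass (2 higher and 3 lower when adjusted over the list alone). *cdx4*, a caudal gene, had a log2 fold change of -0.70 (SE 0.11, adjusted p = 0.0665 from limma), *eve1* one of -0.49, *msx1b* one of -0.42 and *szl*, which encodes a secreted regulator of BMP, one of 0.58 (SE 0.11, adjusted p = 0.0861). The list median was -0.02, and camera gave an adjusted p = 0.0708. Of 30 genes of Nodal signaling and mesendoderm, 0 rose, 2 fell and 28 did not pass (1 higher and 5 lower when adjusted over the list alone). The homeobox gene *otx2a* had a log2 fold change of -0.77 (SE 0.18, adjusted p = 0.108 from limma) and *foxa2* one of -0.39 (SE 0.10, adjusted p = 0.126). The camera test gave an adjusted p = 0.00238 at a list median of -0.12, and an adjusted p = 0.0558 with an estimated correlation.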

Genes enriched in developmental processes, including dorso-ventral and anterior-posterior axes formation, cerebellum, somite, and optic fissure development were also detected in DAVID analysis. 

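Each of the Wnt, Notch and retinoic acid pathways held a few called genes among many that did not pass the test. Over all tested probe sets, 527 of 9767 were called, and whether the lists held a larger share was not tested. Of 30 Wnt pathway genes, 1 rose, 3 fell and 26 did not pass (3 higher and 4 lower when adjusted over the list alone). The transcription factor gene *sp5l* had a log2 fold change of -0.87 (SE 0.13, adjusted p = 0.0494 from limma), the ligand gene *wnt5b* one of -0.77 (SE 0.19, adjusted p = 0.123), *sfrp1a* one of -0.46 and *axin1* one of 0.35, each the same way in 6 of 6 experiments. Of 16 Notch pathway genes, 0 were higher, 3 were lower and 13 did not pass (0 higher and 3 lower when adjusted over the list alone). The 3 are ligand genes, *dlc*, *dld* and *dlb*, and *dlb* had a log2 fold change of -1.11 (SE 0.30, adjusted p = 0.132 from limma) with a lower signal in 5 of 6 experiments. Its ethanol mean, 25.4, lay under the signal minimum and its control mean, 57.7, near it, so that the size of this fold is uncertain. Of 10 *her*, *hes* and *hey* genes, 1 rose, 3 fell and 6 did not pass (1 higher and 4 lower when adjusted over the list alone). *her5* was higher, with a log2 fold change of 0.44 (SE 0.10, adjusted p = 0.103 from limma), and *hes6* lower, with one of -0.43 (SE 0.11, adjusted p = 0.120). Of 14 retinoic acid pathway genes, 1 rose, 1 fell and 12 did not pass (2 higher and 2 lower when adjusted over the list alone). These were *aldh1a2*, whose enzyme makes retinoic acid, and the receptor gene *rarab*, with log2 fold changes of -1.09 and 0.44 (SE 0.11, adjusted p = 0.120 from limma). The list medians were -0.00, 0.01, -0.17 and -0.10 in this order, and became -0.05, -0.07, -0.24 and -0.13 after quantile normalization and -0.11, -0.10, -0.28 and -0.20 after median centring. The camera test gave an adjusted p of 0.196, 0.243, 0.0475 and 0.243, and an adjusted p = 0.215 for the *her*, *hes* and *hey* genes with an estimated correlation. It looks for a shift of a list in 1 direction, whereas the paper's functional annotation counts changed genes of either direction. These values therefore do not bear on that enrichment.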

Dysregulated genes were enriched in Wnt, Notch, and retinoic acid signaling pathways (Table 1).

**Table 1:** Gene ontology analysis of ethanol-dysregulated genes.

Category	Term	Count	p-value
GOTERM_BP_DIRECT	GO:0006355~regulation of transcription, DNA-templated	45	0.016
GOTERM_BP_DIRECT	GO:0001756~somitogenesis	9	0.001
GOTERM_BP_DIRECT	GO:0005975~carbohydrate metabolic process	9	0.062
GOTERM_BP_DIRECT	GO:0031101~fin regeneration	8	0.001
GOTERM_BP_DIRECT	GO:0009953~dorsal/ventral pattern formation	7	0.050
GOTERM_BP_DIRECT	GO:0016055~Wnt signaling pathway	7	0.088
GOTERM_BP_DIRECT	GO:0007219~Notch signaling pathway	6	0.006
GOTERM_BP_DIRECT	GO:0009952~anterior/posterior pattern specification	6	0.007
GOTERM_BP_DIRECT	GO:0007018~microtubule-based movement	6	0.042
GOTERM_BP_DIRECT	GO:0000278~mitotic cell cycle	6	0.046
GOTERM_BP_DIRECT	GO:0001889~liver development	6	0.059
GOTERM_BP_DIRECT	GO:0021549~cerebellum development	5	0.001
GOTERM_BP_DIRECT	GO:0016337~single organismal cell-cell adhesion	5	0.030
KEGG_PATHWAY	dre00561:Glycerolipid metabolism	5	0.066
KEGG_PATHWAY	dre03320:PPAR signaling pathway	5	0.094
GOTERM_BP_DIRECT	GO:0048384~retinoic acid receptor signaling pathway	4	0.004
GOTERM_BP_DIRECT	GO:0001878~response to yeast	4	0.019
GOTERM_BP_DIRECT	GO:0018279~protein N-linked glycosylation via asparagine	4	0.041
GOTERM_BP_DIRECT	GO:0006310~DNA recombination	4	0.063
GOTERM_BP_DIRECT	GO:0001757~somite specification	3	0.038
GOTERM_BP_DIRECT	GO:0061386~closure of optic fissure	3	0.043
GOTERM_BP_DIRECT	GO:0009948~anterior/posterior axis specification	3	0.062
GOTERM_BP_DIRECT	GO:0001574~ganglioside biosynthetic process	3	0.076
GOTERM_BP_DIRECT	GO:0006094~gluconeogenesis	3	0.076
GOTERM_BP_DIRECT	GO:0036342~post-anal tail morphogenesis	3	0.098
GOTERM_BP_DIRECT	GO:0071539~protein localization to centrosome	2	0.070
GOTERM_BP_DIRECT	GO:0045814~negative regulation of gene expression, epigenetic	2	0.071
GOTERM_BP_DIRECT	GO:0061056~sclerotome development	2	0.093
REACTOME_PATHWAY	Polyamine metabolic process:R-DRE-351202:R-DRE-351202	2	0.099

Category refers to the original database where the terms orient; term refers to the enriched term associated to the gene list; count refers to the total number of differentially expressed genes annotated to a given gene ontology term; the smaller the p-value, the more enriched the term.

Among the 521 dysregulated genes, we identified 61 transcription factors (Table 2), including Sox2, a critical transcription factor. 

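The 64 rows of Table 2 were matched to Table S1 by symbol and nearest fold. This put both rows of zgc:162349 on the same probe set and left 63 probe sets. Of these, 27 rose, 25 fell and 11 did not pass the test (adjusted p under 0.15 from limma). All 63 had the direction of Table S1, from which the study chose them on these samples, so that the count is not independent evidence. Besides *her7*, *msgn1*, *her1* and *tfa*, the largest falls were those of *sox2*, of the epithelial factor gene *elf3* (-0.92) and of *mllt1b* (-0.87). The largest rises were those of *nfil3-6*, of *tsc22d2* (0.97), of the interferon regulatory factor gene *irf1b* (0.89) and of *sox9b*. The control mean of *nfil3-6*, 24.1, lay under the signal minimum, so that its size and place in this order are uncertain. The glucocorticoid receptor gene *nr3c1* rose by 0.77 (SE 0.14, adjusted p = 0.0767 from limma). Among the 11 that did not pass, *hnf4a* had a log2 fold change of -0.38 (adjusted p = 0.169 from limma), *gata6* one of -0.34 (adjusted p = 0.151) and *mycb* one of 0.46 (adjusted p = 0.151). Without the experiment term none of the 63 was called by limma, and 19, 18, 6, 17, 13 and 20 were called without experiments 1, 2, 3, 4, 5 and 6.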

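Of the 4 SoxB1 genes tested, *sox2* was the only one called (1 higher and 1 lower when adjusted over the list alone). *sox19a* had a log2 fold change of -0.24 (SE 0.12, adjusted p = 0.340 from limma) and *sox3* one of -0.11 (SE 0.09, adjusted p = 0.518). *sox19b* had a log2 fold change of 0.41 (SE 0.13, adjusted p = 0.186), with a higher signal in 5 of 6 experiments. The camera test of the list gave an adjusted p = 0.0478 at a median of -0.18, and an adjusted p = 0.215 with an estimated correlation. Of 11 pluripotency and genome activation factors, 0 rose, 1 fell and 10 did not pass (2 higher and 1 lower when adjusted over the list alone), and the 1 was again *sox2*. *pou5f3* had a log2 fold change of -0.11 (adjusted p = 0.572 from limma) and *nanog* one of 0.20 (adjusted p = 0.288). The median of this list was 0.03, and -0.07 after median centring. Its camera test gave an adjusted p = 0.310.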

The expression of *sox2* was significantly reduced after ethanol exposure. To identify Sox2 targets across the zebrafish genome, position weight matrixes for Sox2 were mapped within 2 kb upstream of transcription start sites of genes using find individual motif occurrences software^31^. Possible Sox2 targets were compared with the ethanol-dysregulated genes, which showed that 52 genes were common in both datasets (Fig. 2A). Transcriptome changes caused by SoxB1 knockdown (quadruple knockdown: *sox2/3/19a/19b*) at 30% epiboly (~4.7 hpf) were reported previously^29^. Results of this study were compared with ethanol dysregulated genes (4.5 hpf). We found 98 genes common in between SoxB1 knockdown dysregulated genes and ethanol dysregulated genes. Comparison of all three datasets showed 11 common genes in all these datasets (Fig. 2A). These data indicate that ethanol affects the expression of Sox2 and several Sox2 transcriptional targets.

**Table 2:** Ethanol-dysregulated transcription factors.

Gene Symbol	Fold change	p-value	PWM
*tfa*	−2.05	0.0016	Available
*sox2*	−1.99	0.0001	Available
*elf3*	−1.87	0.0003	Available
*si:ch211-222e23.7*	−1.78	0.0032	Available
*cdx4*	−1.62	0.0048	Available
*pitx2*	−1.62	0.0284	Available
*maf*	−1.47	0.0015	Available
*foxc1a*	−1.43	0.0002	Available
*zic3*	−1.32	0.0063	Available
*foxa2*	−1.31	0.0132	Available
*hnf4a*	−1.30	0.0155	Available
*gata6*	−1.26	0.0052	Available
LOC797948	1.28	0.0222	Available
*atf7b*	1.27	0.0082	Available
*mycn*	1.30	0.0100	Available
*arntl2*	1.32	0.0022	Available
*rarab*	1.36	0.0101	Available
*mycb*	1.37	0.0076	Available
*cebpg*	1.41	0.0082	Available
wu:fb82f02	1.46	0.0070	Available
*maza*	1.50	0.0219	Available
*myb*	1.57	0.0003	Available
*nr3c1*	1.70	0.0053	Available
*sox9b*	1.72	0.0005	Available
*irf11*	1.84	0.0030	Available
*her7*	−2.93	0.0003	Not Available
*msgn1*	−2.35	0.0012	Not Available
*her1*	−2.10	0.0126	Not Available
zgc:136639	−1.83	0.0026	Not Available
*sp5l*	−1.82	0.0014	Not Available
*otx1a*	−1.69	0.0138	Not Available
*irx1b*	−1.56	0.0193	Not Available
*irx3a*	−1.49	0.0119	Not Available
*nr0b2a*	−1.46	0.0011	Not Available
*eve1*	−1.41	0.0004	Not Available
*pknox1.1*	−1.39	0.0005	Not Available
*hes6*	−1.35	0.0062	Not Available
*lhx1a*	−1.34	0.0123	Not Available
*msxb*	−1.34	0.0091	Not Available
*nr0b2a*	−1.32	0.0045	Not Available
*sp5*	−1.27	0.0186	Not Available
LOC407678	1.26	0.0141	Not Available
*etv5a*	1.26	0.0235	Not Available
zgc:162349	1.27	0.0002	Not Available
zgc:165515	1.27	0.0058	Not Available
zgc:162349	1.27	0.0009	Not Available
*zorba*	1.28	0.0237	Not Available
*zhx3*	1.30	0.0050	Not Available
si:rp71-1g18.1	1.30	0.0134	Not Available
*znf277*	1.30	0.0185	Not Available
*lrrfip1a*	1.33	0.0045	Not Available
si:ch211-119o8.6	1.33	0.0086	Not Available
*lrrfip2*	1.35	0.0099	Not Available
*her5*	1.36	0.0023	Not Available
*rcor2*	1.37	0.0075	Not Available
*pias4l*	1.38	0.0259	Not Available
*terf1*	1.46	0.0108	Not Available
*klf2a*	1.46	0.0034	Not Available
LOC100149164	1.48	0.0037	Not Available
*etv5a*	1.48	0.0261	Not Available
si:dkeyp-68b7.7	1.50	0.0046	Not Available
LOC797322	1.66	0.0283	Not Available
*tsc22d2*	1.96	0.0028	Not Available
zgc:77060	2.51	0.0109	Not Available

**Figure 2:**
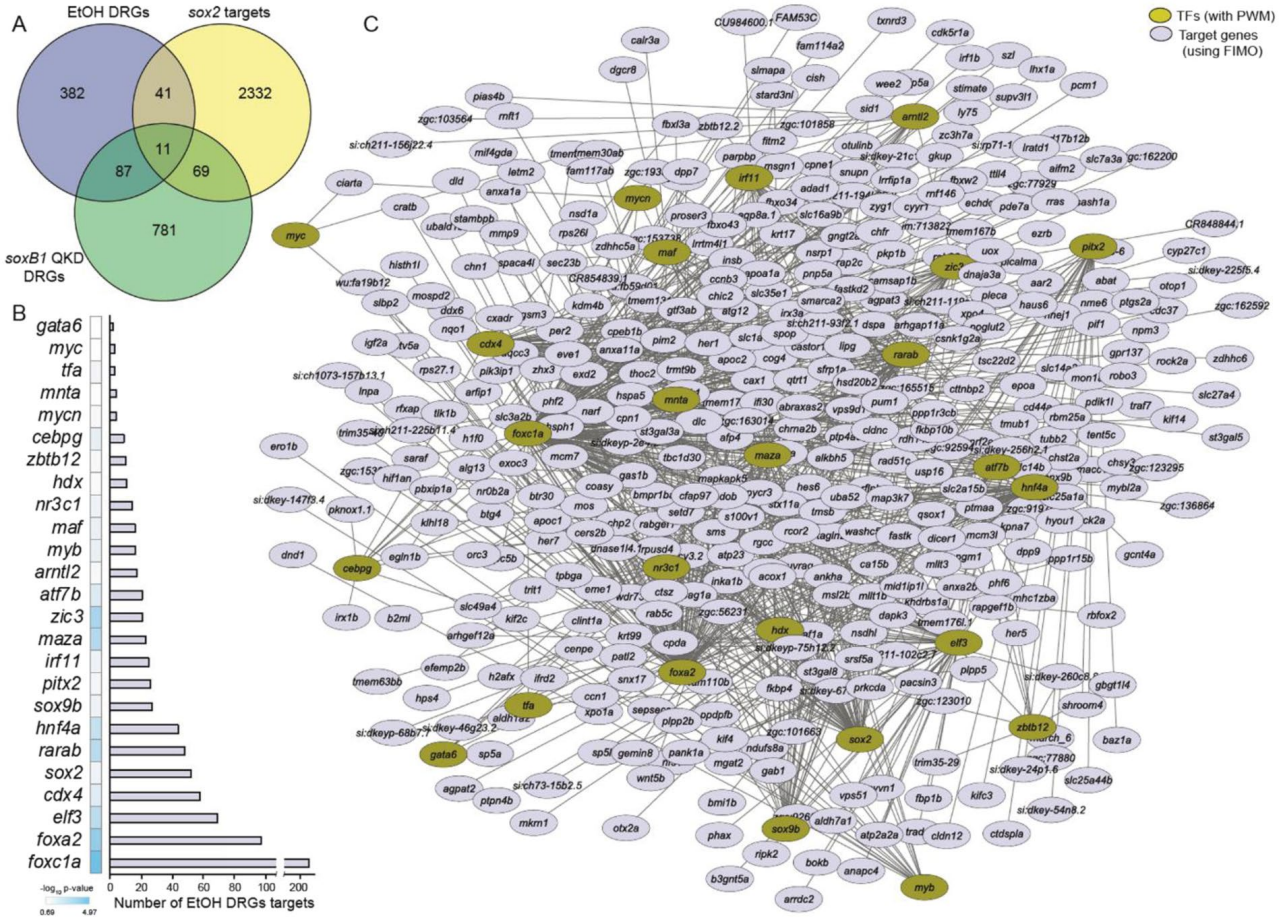
Ethanol induced gene expression changes during zygotic genome activation. (**A**) Venn diagram shows overlapping of ethanol dysregulated genes identified in the Affymetrix GeneChip microarray analysis of control and ethanol treated embryos at 4.5 hpf with potential Sox2 targets and the genes differentially expressed in quadruple knockdown of SoxB1 factors, which includes Sox2 (*Soxb1* QKD targets). (**B**) Twenty five of the ethanol-dysregulated transcription factors showing the enrichment of their targets in our ethanol-dysregulated gene set. (**C**) Transcription factor-target gene network visualizing using cytoscape shows interactions among the transcription factors (gold circles) and their target gene (blue circles) in our dataset. Ethanol dysregulated targets of Sox2 are co-shared by other dysregulated transcription factors.

To predict the possible binding sites of other ethanol-dysregulated transcription factors across the zebrafish genome, we explored the available position weight matrixes (TRANSFAC). Position weight matrixes were found for 24 of the 60 other ethanol-dysregulated transcription factors. Target genes of these 24 transcription factors were predicted by mapping position weight matrixes within 2 kb upstream of the start site of genes across zebrafish genome. Predicted targets of the dysregulated transcription factors show that many ethanol-dysregulated genes are targets of these transcription factors. We compared the predicted targets of these dysregulated transcription factors and examined for the enrichment of ethanol dysregulated genes by computing hypergeometric probability. This transcription factor-target gene interaction analysis identified 827 interactions that include 25 transcription factors targeting 423 dysregulated genes. Individual interaction counts for each transcription factor is listed in Table 3. The enrichment of ethanol-dysregulated targets over all possible genomic targets for a given transcription factor plotted as a bar graph is shown in Fig. 2B. A network analysis was done using cytoscape software to visualize the interactions between the dysregulated transcription factors and the dysregulated targets. This analysis showed that 25 transcription factors target many of the same ethanol dysregulated genes, which identifies a potential ethanol-induced transcription factor-target gene regulatory network in the early embryo (Fig. 2C). As many of the genes dysregulated by ethanol exposure were targeted by multiple dysregulated transcription factors, these factors could produce synergistic ethanol dysregulation effects during early zebrafish development.

**Table 3:** Ethanol-dysregulated transcription factors and the enrichment of their targets in the ethanol-dysregulated gene set.

Transcription factors	Potential targets in the ethanol-dysregulated dataset	p-value	−log_10_ p-value
*foxc1a*	207	0.0000	4.9689
*foxa2*	97	0.0001	3.8315
*zic3*	21	0.0006	3.2427
*maza*	23	0.0011	2.9524
*rarab*	48	0.0016	2.7962
*elf3*	69	0.0019	2.7307
*hnf4a*	44	0.0034	2.4676
*atf7b*	21	0.0153	1.8144
*cdx4*	58	0.0234	1.6299
*cebpg*	9	0.0312	1.5052
*myb*	16	0.0391	1.4078
*maf*	16	0.0454	1.3426
*irf11*	25	0.0537	1.2701
*sox9b*	27	0.0540	1.2679
*nr3c1*	14	0.0546	1.2631
*sox2*	52	0.0567	1.2465
*tfa*	3	0.0739	1.1315
*pitx2*	26	0.0793	1.1008
*arntl2*	17	0.0952	1.0215
*mycn*	4	0.1035	0.9852
*zbtb12*	10	0.1105	0.9568
*hdx*	11	0.1218	0.9143
*mnta*	4	0.1541	0.8121

### Injection of *sox2* mRNA partially rescues ethanol-induced epiboly, gastrulation and gene expression defects

Sox2 plays a critical role in pluiripotency and embryogenesis^32,33^. The pluripotency transcriptional circuit, which includes Sox2, regulates pre-gastrulation events in the zebrafish embryos^27,29^. Thus, Sox2 was selected for additional studies. To test the role of Sox2 activity in ethanol toxicity, 2–4 cell stage embryos were injected with 25 pg of synthetic *sox2* mRNA to determine whether restoring this gene function remedies ethanol-induced defects. Epiboly progression was measured in the injected embryos after ethanol exposure and compared with controls. Untreated embryos reached 65.30 ± 5.5% epiboly at 8 hpf, but ethanol-treated embryos only reached 60.68 ± 4.2%, a significant delay (control *vs*. ethanol-treated, p < 0.05) (Fig. 3A,B,E). Average epiboly progression of *sox2* mRNA injected embryos without ethanol treatment was 65.80 ± 3.6% at 8 hpf (Fig. 3C,E). Injection of *sox2* mRNA with ethanol treatment rescued epiboly delay (64.39 ± 4.4%; control *vs. sox2* mRNA + ethanol-treated, p = 0.72, ethanol-treated *vs*. sox2 mRNA + ethanol-treated, p < 0.05) (Fig. 3A–E).

**Figure 3:**
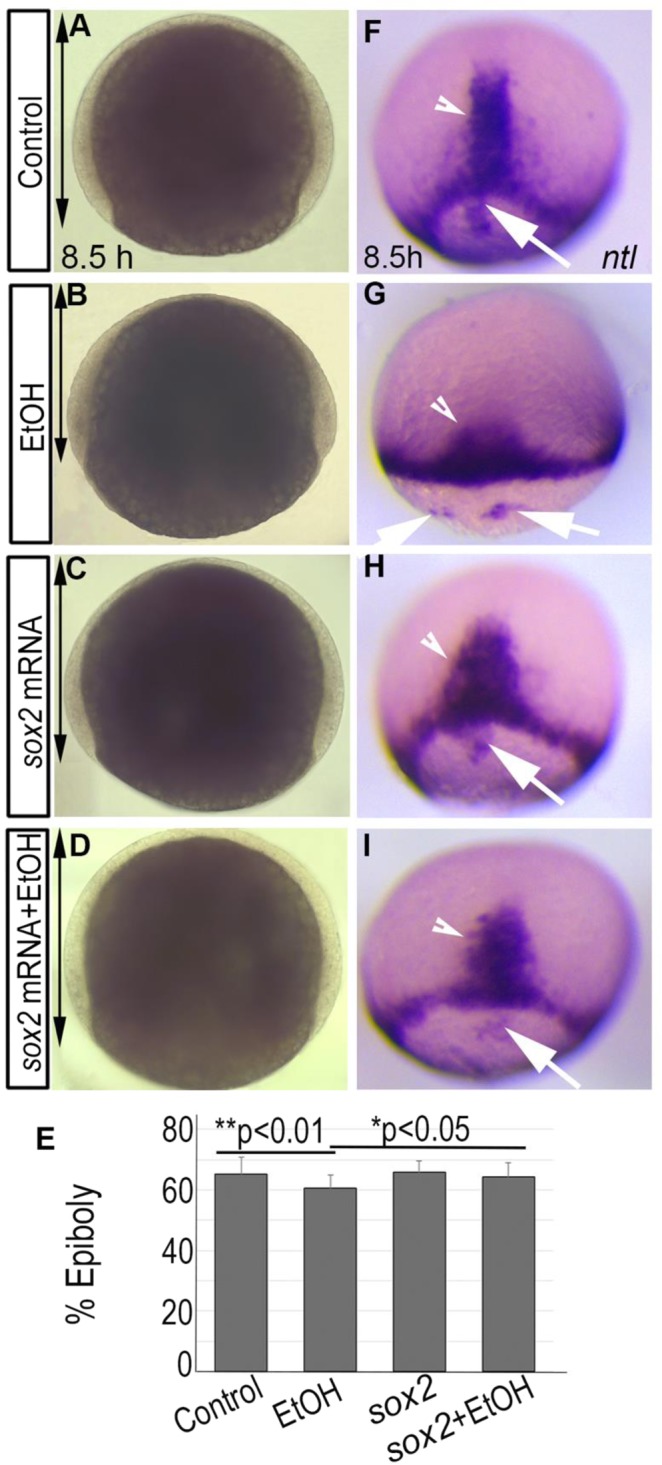
Ethanol induced epiboly and gastrulation defect was partially rescued by *sox2* mRNA injection. (**A**–**D**) Bright field images showed reduced epiboly progression after ethanol exposure (B; double arrow), which was rescued by *sox2* mRNA injection (**D**). (**E**) Graph shows the percentage of epiboly progression in control, ethanol-treated, *sox2* mRNA injected, and *sox2* mRNA + ethanol-treated injected embryos (see text for statistics). (**F**–**I**) *In situ* hybridization detecting *ntl* expression shows dorsal forerunner cells closely associated to the germ band in control, embryo (**F**), *sox2* mRNA injected (**H**), and ethanol-treated + *sox2* mRNA injected (**I**) embryos, and a dramatic separation and fragmentation of the dorsal forerunner cells from the germ band and from each other in the ethanol treated embryo (**G**).

To mark the axial mesendoderm, germ band (mesodermal cells at the leading-edge during epiboly progression) and the dorsal forerunner cells (a group of cells that migrate at the leading-edge of shield during gastrulation but do not involute) in control and treated embryos, *ntl in situ* hybridization was performed. Control embryos had dorsal forerunner cells closely associated with the germ ring. Dorsal forerunner cells were dissociated from one another and from the germ band in ethanol-treated embryos, which was partially rescued by *sox2* mRNA injection (Fig. 3F–I). Functional annotation analysis detected dysregulation of genes involved in dorsal/ventral and anterior/posterior axes formation (Table 1). *ntl* staining confirmed that ethanol-exposed embryos had reduced convergence-extension of the axial mesendoderm cells compared to control embryos, producing shorter and wider axes. The convergence-extension defect was partially rescued by *sox2* mRNA injection in the ethanol treated embryos (Fig. 3F–I).

The effects of *sox2* mRNA injection on the expression of a few ethanol-dysregulated genes were analyzed. The expression level of *dld* was restored in *sox2* mRNA injected, ethanol-exposed embryos as seen by *dld in situ* hybridization (Fig. 4A–D). Quantitative PCR was done to analyze the expression of *sox2, her7*, and *dlc*. The *sox2* mRNA injection restored expression of *sox2* that was downregulated in ethanol-treated embryos (Fig. 4E). The reduced expression of *her7* and *dlc* in ethanol-treated embryos was significantly restored by *sox2* mRNA injection in ethanol-treated embryos (ethanol-treated *vs*. sox2 mRNA + ethanol-treated: *dlc*; p < 0.01, *her7*; p < 0.01) (Fig. 4E). However, the expression levels of these genes in *sox2* mRNA injected + ethanol-treated embryos were higher compared to control embryos (control *vs*. sox2 mRNA injected + ethanol-treated: *dlc*; p < 0.01, *her7*; p < 0.01) (Fig. 4E). Overall, *sox2* mRNA injection partially rescued ethanol-induced early developmental defects.

**Figure 4:**
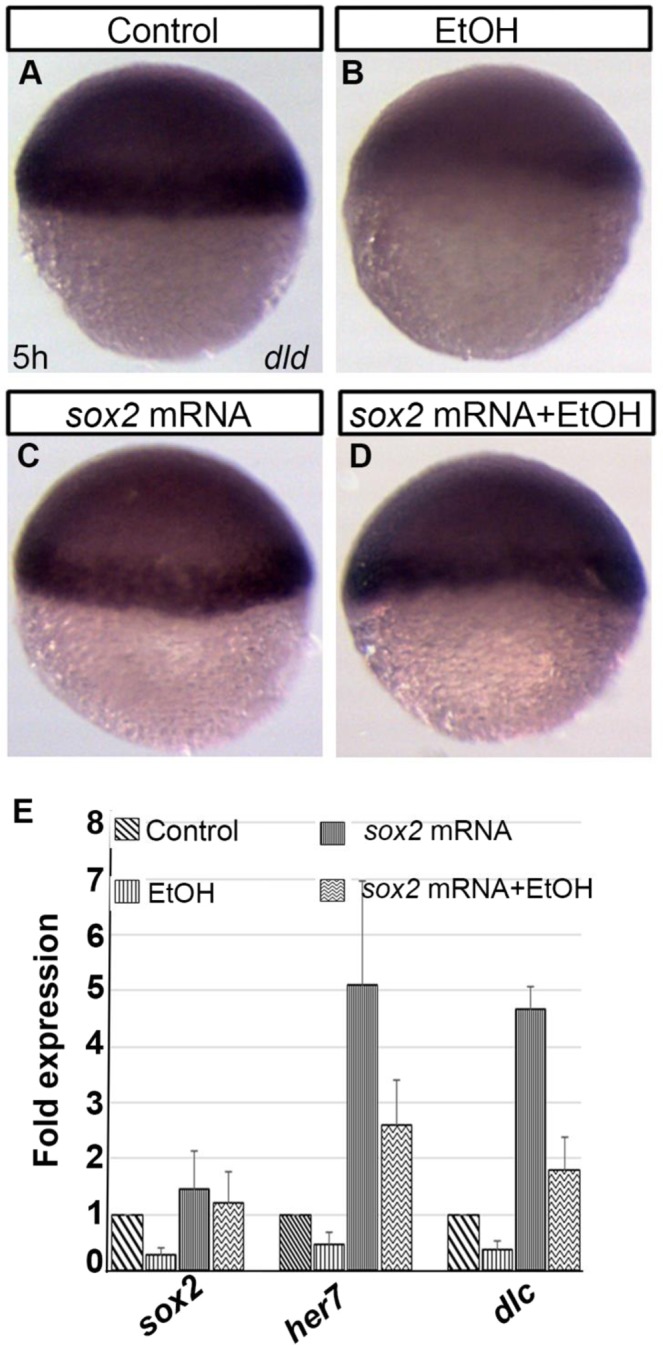
Ethanol induced gene expression changes was reversed by *sox2* mRNA injection. (**A**–**D**) Whole mount ISH shows reduced *dld* expression after ethanol exposure, which was like control in sox2 mRNA injected and sox2 mRNA injected plus ethanol-treated embryos. (**E**) Quantitative PCR showed downregulation of *sox2, her7*, and *dlc* transcripts in the ethanol-treated embryos, which increased in the sox2 mRNA injected plus ethanol-treated embryos.

## Discussion

Mouse and rat studies showed the association between prenatal ethanol exposure and gene expression changes in postnatal and adult stages^34–37^. This study examined ethanol-induced gene expression changes during embryogenesis before gastrulation. This is the first animal model study that identified the effects of ethanol on a master regulator, Sox2 that orchestrates embryogenesis, self-renewal, and pluripotency^27,29,32^. Ethanol exposure altered the expression of a large number of genes, which include other critical regulators of development. The differentially expressed genes are involved in various functions ranging from cellular processes, embryonic development to signaling pathways. This indicates possible multifactorial effects, which may include the alteration of epigenome by ethanol exposure, causing the changes in expression of critical genes.

Functional annotation analysis of the dysregulated genes identified enrichment of genes involved in mitotic nuclear division and microtubule-based movements. In fact, our previous study identified large multinucleated enveloping layer cells in 8 hpf ethanol-treated embryos and fragmentation of yolk microtubules^18^, which support current findings. The cell adhesion defects that was observed previously at 8 hpf^18^ were detected at 4.5 hpf ethanol-treated embryos, suggesting continuous defects in cell-to-cell communication and cell movements in those embryos. Interestingly, ethanol-sensitive signaling pathways detected during early embryogenesis were Wnt, Notch, and retinoic acid. Ethanol-induced dysregulation of retinoic acid signaling pathway was reported earlier^16,17,19,38–41^. Our studies examining the heart and the eye in ethanol-treated embryos identified disruption of Wnt, Notch, retinoic acid and Bmp signaling pathways during organogenesis^17–20^. This study showed that those signaling defects initiate early in ethanol-exposed embryos and continue to have their detrimental effects at later stages of development.

This microarray analysis detected a reduction of *sox2* expression. Ethanol-induced effects on stoichiometry of Sox2 and Oct4 was reported during differentiation of mouse embryonic stem cell^42^. Sox2 and other Sox B1 type transcriptional regulators control a wide range of developmental effectors, including *pcdh18a* (gastrulation movement), *neurog1*, *hesx1*, and *zic1* (neural differentiation), *oep*, and *shh* (neural patterning)^29^. Our previous Affymetrix GeneChip microarray study (GEO accession: GSE48380) comparing genes in control and ethanol-exposed embryos during mid-gastrulation identified significant dysregulation of all these genes after ethanol exposure at 8 hpf^15,22^. Reduction of Sox2 prior to gastrulation might be responsible for the dysregulation of these genes, interfering with gastrulation and other developmental events. Notably, convergence-extension defects seen in the ethanol-exposed embryos was also reported in the SoxB1 knockdown embryos, which display similar wedge-shaped *ntl* expression pattern. Presence of precise amount of *sox2* transcripts is essential for normal development of the embryo. Injection of more than 30 pg of *sox2* mRNA into the embryos caused delayed epiboly progression and other developmental defects, which caused the death of injected embryos (data not shown). Injection of 25 pg of *sox2* mRNA partially rescued ethanol-induced epiboly defects. Injection of less than 25 pg of *sox2* mRNA gave weaker rescue effects. *sox2* mRNA injection raised the *her7* and *dlc* transcript levels in ethanol-exposed embryos. However, the *her7* and *dlc* transcript levels in *sox2* mRNA-injected + ethanol-exposed embryos were significantly higher than the transcript levels in control embryos. Although *sox2* mRNA injection did not fully rescue *her7* and *dlc* expression in ethanol-exposed embryos, the results support their transcriptional regulation by Sox2 and ethanol. The transcription factor-target gene regulatory network (Fig. 2C) shows that *her7* is regulated not only by Sox2, but also by Mnt, Cebpg3, and Atf7. Similarly, the expression of *dlc* is regulated by Sox2, Elf3, and Maz.

Transcription factor-target gene interaction analysis showed that the number of potential targets among the ethanol-induced dysregulated genes are more for Foxc1a and Foxa2 (members of forkhead transcription factors), Elf3 (a member of the E26 transformation specific family of transcription factors), and Cdx4 (a member of caudal gene family) than for Sox2. However, ethanol-induced gene expression change for *sox2* was higher (and possibly playing a more significant role) than *foxc1a*, *foxa2*, *elf3* and *cdx4*. 

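The log2 ratio of *sox2*, on the probe set of Table 2, was set against those of *foxc1a*, *foxa2*, *elf3* and *cdx4* within each experiment. The *sox2* change was lower than that of *foxc1a* by a mean difference of -0.47 (SD 0.38, n = 6, exact two-sided sign-flip permutation test, p = 0.03125, adjusted p = 0.0625 over the 4 comparisons) and than that of *foxa2* by -0.61 (SD 0.39, n = 6, exact p = 0.03125, adjusted p = 0.0625), in 6 of 6 experiments each. Against *cdx4* the difference was -0.29 (SD 0.44, n = 6, exact p = 0.219, adjusted p = 0.292), in 4 of 6 experiments. Against *elf3* it was -0.08 (SD 0.25, n = 6, exact p = 0.469, adjusted p = 0.469), in 3 of 6 experiments. None of the 4 differences passed 0.05 after adjustment, with 0.03125 the smallest p that 6 pairs allow, which passes only if at least 3 of the 4 reach it. On the log2(signal + 50) scale, 3 of 4 passed (*foxc1a*, *foxa2* and *elf3*, each adjusted exact p = 0.0417). The added 50 shrinks changes of low signals most. It took the fold of *elf3* from -1.89 to -1.44 and that of *sox2* from -1.99 to -1.75. The pass of *elf3*, without which the others would not pass, cannot be told apart from its lower signal. On the other *sox2* probe set, the differences from *foxc1a* and *foxa2* were -0.38 (exact p = 0.156) and -0.52 (exact p = 0.0625), in 5 of 6 experiments each. The paper proposes from the larger change that *sox2* may have a more significant role than these factors.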

Foxc1a plays crucial role in somitogenesis, cardiovascular and retina development during embryogenesis^43–48^. Foxa transcription factors are essential for developmental of dorsal axis structures including prechordal plate, notochord, hypochord, and floor plate^49–51^. A growing body of research shows that Elf3 plays significant roles in the development of cancer^52–56^. Although poorly understood, there is evidence that Elf3 is important during development. A null mutation of Elf3 caused the death of about 30% of mice *in utero*^57,58^. Another Sox family gene *sox9b* was also detected as the ethanol-dysregulated gene in our study. 

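The *sox9b* signal on the probe set of Table 2 rose from 60.5 ± 22.8 (SD, n = 6) in control to 99.0 ± 20.6 (SD, n = 6) in ethanol-exposed embryos. The log2 fold change was 0.80 (SE 0.16, adjusted p = 0.0955 from limma), with a higher signal in 6 of 6 experiments. A second *sox9b* probe set had a log2 fold change of 0.61 (SE 0.20, adjusted p = 0.191 from limma) and did not pass the test. Its signal was higher in 5 of 6 experiments.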

Sox9 is involved in many developmental processes including craniofacial, heart, brain and retinal development in mammal^59^. Zebrafish has two homologues of *sox9*, *sox9a* and *sox9b*. Both Sox9a and Sox9b play roles on neural, cardiac, and cartilage development Zebrafish^60–64^. Network analysis showed that many of these dysregulated transcription factors interact with each other, which suggests that the ethanol-induced developmental defects were the combined and perhaps synergistic effects of multiple regulators and that manipulation of one gene would not lead to complete rescue of ethanol-induced defects. Future study is needed to analyze the potential interaction between combinations of genes coordinately disrupt early development, contributing to ethanol-induced defects.

## Methods

### Zebrafish husbandry

Zebrafish (*Danio rerio*) ABTL strain was raised and maintained under standard laboratory conditions^65^ following Indiana University Policy on Animal Care and Use. The use of zebrafish adults for breeding, embryo collection and embryo experiments were approved by the campus animal care and use ethics committee: IUPUI School of Science Institutional Animal Care and Use Committee (IACUC).

### Ethanol treatment

Embryos were kept in embryo medium after fertilization. At 2 hpf, embryos were divided into two groups. One group was transferred to embryo medium containing 100 mM ethanol (E100) and the other group was kept in embryo medium without ethanol (control).

### RNA isolation, microarray analysis, and bioinformatics approach

Ethanol-treated and untreated embryos were incubated until 4.5 hpf. At this point, total RNA was extracted from pools of 20 control and 20 E100 embryos using TRIzol reagent (Sigma, St Louis, MO, USA). Seven independent experiments were done. RNA samples were purified by passing through the Qiagen RNAeasy column (Cat. No. 74104). The RNA quality was examined by Agilent Bioanalyzer RNA Nanochip (Agilent Technologies, Santa Clara, CA, USA). The RNA integrity number (RIN) for one of the ethanol samples was 2.5, so that experiment (both treated and control) was not further analyzed. For the remaining 12 samples (from 6 experiments) RIN ≥ 8.2. Standard protocol for the Affymetrix 3′IVT Express kit (Affymetrix, Santa Clara, CA, USA) was followed to label the samples starting with 100 ng of total RNA. The 12 samples were each hybridized to a Zebrafish Genome Array (Affymetrix) for 17 h, washed, stained and scanned following the standard protocol; all 12 were handled in parallel as a single batch. Arrays were visually scanned for abnormalities or defects; none were found.

Affymetrix gene expression console software was used to generate MAS5^66^ signals and detection calls; arrays were scaled to a target of 1000. Only those probe sets that had a MAS5 signal fraction present ≥ 0.50 in at least one of the two treatments were analyzed^67^. MAS5 signals were imported into Partek Genomics Suite (Partek, Inc., St Louis, MO, USA) and log_2_ transformed. These log_2_ transformed signals were used for principal components analysis, hierarchical clustering and signal histograms to determine if there were any outlier arrays, and no outliers were detected. 

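The SD of the log2 signal over tested probe sets was 2.08 to 2.15 in control and 2.04 to 2.09 in ethanol arrays. The first 3 principal components of the log2 signals held 36.1%, 17.4% and 11.0% of the variance. On the first, the arrays of experiments 1 and 2, of both treatments, stood apart from those of experiments 3 to 5, and on the second those of experiment 6 stood apart from all others. On the second and on the third, the ethanol array scored above the control array in every experiment. The correlation between arrays across probe sets was at least 0.917.

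**Figure D2:**
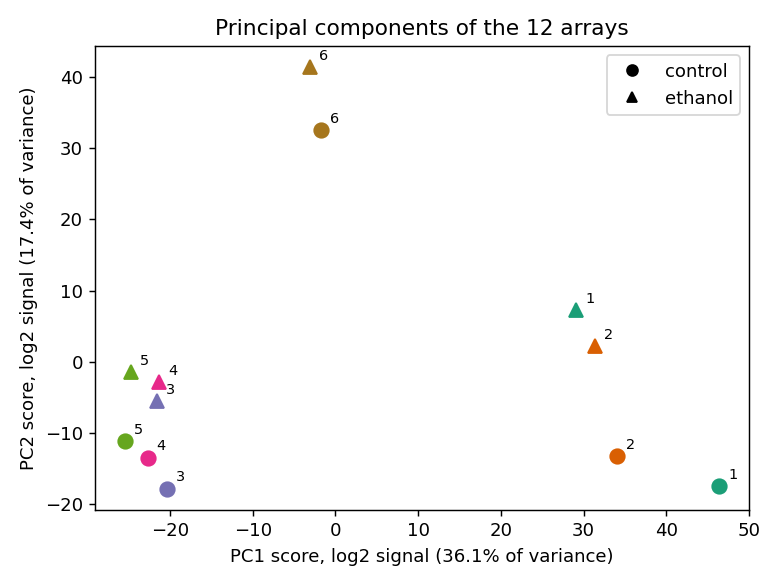
The 12 arrays on the first 2 principal components of the log2 signal (first axis 36.1%, second axis 17.4% of the variance). Circles are control and triangles ethanol arrays, numbered by experiment. Arrays of experiments 1 and 2, of 3 to 5 and of 6 lie in separate parts of the plot.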

A 2-way ANOVA with factors for treatment (ethanol *vs*., control) and independent experiment (random effect) was used to analyze log_2_ transformed signals. This analysis indicated that the embryo batch was indeed significant. 

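Signals of many probe sets differed between experiments. A moderated F test in limma of experiment, with treatment in the model, passed an adjusted p under 0.15 for 3619 of 9767 probe sets. The correlation between arrays of the same experiment, used as a random block, was 0.461.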

The False Discovery Rate (FDR) was calculated using the Storey qvalue method^68^. Microarray data were deposited in the NCBI GEO database, accession number GSE145574.

A subset of the differentially expressed probes with absolute changes ≥ 1.25 were included in downstream analysis (FDR 0.15; p < 0.03). We performed function annotation analysis of these ethanol dysregulated probes using DAVID^69^. Additionally, we annotated the transcription factors for these differentially expressed probe IDs using AnimalTFDB database^70^. For these annotated ethanol-dysregulated transcription factors, we obtained the position weight matrices available in TRANSFAC^71^ and searched for their occurrence using “find individual motif occurrences” algorithm^31^ to predict the target site within 2 kb upstream of start site of every gene in zebrafish genome (Zv11). Find individual motif occurrences computes a log-likelihood ratio score for the occurrence of each motif in a specific input sequence and hence enables the discovery of recognition sequences of transcription factors in the upstream regions of gene starts. Find individual motif occurrences computes converts these scores into p-values using dynamic programming generated at random genomic loci with user defined background frequencies for genomic alphabet (A, T, G, C) with false discovery rates. It provides a ranked list of motif occurrences per position weight matrices, each with an associated log-likelihood ratio score, p-value and other statistical metrics. Find individual motif occurrences computes based predicted targets of these dysregulated transcription factors were compared and examined for the enrichment of ethanol induced dysregulated targets by computing hypergeometric probability for the gene set enrichment. Resulting data was represented as networks using cytoscape^72^ network visualization software.

### Quantitative PCR analysis

One µg of total RNA extracted from control and E100 embryos was reverse transcribed to cDNA using M-MLV reverse transcriptase (Promega, Madison, WI, USA), and cDNA was diluted tenfold with RNase free water. Each 20 µl PCR reaction was performed with 1–4 µl of cDNA using Power SYBR Green PCR mix (Applied Biosystems/Life Technologies, Inc.) and 0.5 µM of each primer. Primer sets used are listed in the Supplementary Table S2. Three independent experiments were performed on the 7300 Real Time PCR System (Applied Biosystems), each in triplicate, using *rsp15* as internal control. Relative expression was calculated as described^73^. Fold changes in gene expression was calculated using comparative C_T_ method (ΔΔC_T_)^73^. Unpaired two-tailed student’s *t*-test was used for comparisons between control and ethanol treated groups using GraphPad software (GraphPad Software, La Jolla, CA, USA).

### *In situ* hybridization

Whole-mount *in situ* hybridization of zebrafish embryos was performed using digoxigenin-labeled riboprobes for *ntl, dlc*, and *dld*. The riboprobes were synthesized using DIG RNA Labeling Kit (Roche, Indianapolis, IN, USA) according to manufacturer’s recommendations. For *sox2* riboprobe, pCBA3-zf-sox2 plasmid was cut using BamHI restriction enzyme, and the Dig RNA probe was synthesized using T7 RNA polymerase. Images were collected using a Leica MZ12 microscope equipped with Leica DFC290 camera.

### *sox2* rescue experiments

mRNA was synthesized from a pCBA3-zf-sox2 vector^29^ using a SP6 mMessage mMachine kit (Ambion, Austin, TX, USA). Synthetic mRNA (25 pg/embryo) was injected into the embryos at the 2-cell stage. Injected and uninjected embryos were treated with or without 100 mM ethanol until analyzed. For epiboly measurement, embryos were fixed at 8 hpf, dechorionated and imaged focusing on enveloping cell layer at the embryo margin. Percent epiboly progression was calculated using Image J software. For gen expression analyses, embryos were dechorionated and total RNA was extracted at 4.3 hpf, and quantitative PCR was performed. One-way ANOVA and post hoc Tukey HSD for individual comparisons were used for analyses in rescue experiments.

## Supplementary information

Supplementary Table S1

Supplementary Table S2

# Supplementary material for: Embryonic ethanol exposure alters expression of sox2 and other early transcripts in zebrafish, producing gastrulation defects
**Source:** Sci Rep. 2020 Mar 3;10:3951. doi: 10.1038/s41598-020-59043-x
**Supplement:** Supplementary file 2 — Supplementary Table S2

Supplemental Information for:

Embryonic ethanol exposure alters expression of *sox2* and other early transcripts in zebrafish, producing gastrulation defects

Swapnalee Sarmah, Rajneesh Srivastava, Jeanette N. McClintick, Sarath C. Janga, Howard J. Edenberg, James A. Marrs

Supplementary Table 1: List of differentially expressed probes.

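Table S1 lists, for 651 probe sets, the mean MAS5 signals of the 6 control and 6 ethanol arrays, a signed fold change and a p. The p and fold of all 651 were obtained here from the deposited signals with treatment and experiment as factors on log2(signal + 1), and each p lay within 1% of the table's. Without the added 1, 573 did. Of the 651, 470 are higher and 181 lower in the table, 648 lay above the signal minimum used here, and all 648 had the table's direction in limma. Of these, 494 were called, 351 higher and 143 lower, and 154 were not. A further 33 called probe sets are not in the table. Without the experiment term 1 of the 648 was called, and 96, 81, 19, 78, 74 and 129 were called without experiments 1, 2, 3, 4, 5 and 6. The table was chosen on these samples, so that the overlap is not independent evidence.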

See Excel spreadsheet.

Supplementary Table 2: Primer used are quantitative PCR reactions.

Primer name	Sequences
sox2-F	GGGCACGGGGAACACCAACT
sox2-R	TGGTCGCTTCTCGCTCTCGG
her7-F	AGGTCACTCCAGAAAGCAGCACGC
her7-R	TGGCGGGAGGTTGGTTGAGC
dlc-F	CGCTCAGATCCACCTCTGTAGACACA
dlc-R	TGTTCGGGAATGATGTACACAGGATG
rsp15-F	CAGAGGTGTGGACCTGGACCAGC
rsp15-R	CGGGCAGGATGACCATGTCTCTC

How the deposited data were processed for this re-analysis (not part of the article)

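The data are 12 Affymetrix Zebrafish Genome Arrays, 6 of control and 6 of ethanol-exposed embryo pools at 4.5 hpf. The authors made MAS5 signals with Affymetrix expression console software, which gives a background-corrected intensity per probe set, scaled each array to a common target and deposited the intensity on a linear scale, before any log transform or filter. The version of that software is not given in the sources used here. The paper states that RNA of 1 further experiment was left out for its low integrity, and that the 12 arrays were handled as a single batch. Detection calls were not used here, so the filter on low signal stands in for the filter on Present calls in the methods.

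The probe sets were named through the platform annotation of 2016, updated through gene identifiers. Of 15617 probe sets, 10802 have 1 gene symbol, 135 have several and 4680 have none, and none was named from several. A symbol in the lists that the tables hold only as an older symbol was matched by hand for *dld* and for *nos1* (*nanos3*), and both matches were made after the values had been seen. Some names in Table S1 differ from these tables, among them *mycn*, *myb* and *otx1a*, which are *scyl3*, *mybl2a* and *otx2a* here.

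The log2 signals of the 9767 probe sets with a mean signal of at least 50 in a treatment were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with treatment and experiment as factors, and p-values were adjusted by Benjamini-Hochberg. The thresholds were an adjusted p under 0.15, an unadjusted p under 0.03 and an absolute fold change of at least 1.25. The paper used Storey q in place of Benjamini-Hochberg and experiment as a random effect. The same steps were tested on simulated data with the spread of these arrays: of 100 probe sets changed 1.5-fold, 72 were called, and of 100 changed 2-fold, 98, with 25 of the unchanged ones called. The noise was normal, drawn once and independent between probe sets, so that it lacks the correlation between genes of the real arrays. Changes under 1.5-fold were not simulated. Exact tests and tables used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

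The pairing rests on the numbers in the sample labels and on Table S1. With these pairs as experiments, the p of all 651 of its probe sets was obtained to within 1%, so that the authors' model used the same pairs. The deviations of same-numbered arrays from their treatment means correlated across probe sets at 0.448, 0.502, 0.373, 0.396, 0.456 and 0.669 for experiments 1 to 6. For experiments 2, 5 and 6 the control array correlated best with its own number, and for 1, 3 and 4 another ethanol array was closer. The pools come from independent experiments. With experiment as a factor, the limma p-values of ethanol rest on how far the ethanol to control ratio varies between experiments, moderated over all probe sets. The camera p-values compare the genes of a list with the other probe sets, and with the preset correlation they do not measure that spread.

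The 23 lists cover the SoxB1 genes, pluripotency and genome activation factors, the Notch, Wnt, retinoic acid, BMP, Nodal and FGF pathways, *her*, *hes* and *hey* genes, the segmentation clock, enveloping layer and yolk syncytial layer markers, maternal transcripts, germ plasm, early zygotic genes, ER stress, heat shock proteins, alcohol metabolism, cell adhesion, kinesins and mitosis, the p53 response, SoxB1 targets named by the paper, and ribosomal proteins. The genes named in the text are those the paper names for the array, the 10 named probe sets with the largest rise and the 10 with the largest fall among those called and changed the same way in all 6 experiments, and up to 4 called members of each list. Table S1 had been read when this rule was written, so that values in it had been seen. Other genes, such as *pou5f3*, *nanog*, *nr3c1* and *mycb*, were picked after their values were seen. The designs, lists and alternatives were otherwise set before the data were examined. The alternatives were the fit without and with a random block for experiment, the methods' own model with Storey q, a stricter adjusted p, no filter and a filter at 100, quantile normalization, median centring, log2(signal + 50), the mean of a gene's probe sets, another *sox2* probe set and leaving out each experiment. The functional annotation, motif and network results of the paper were not analysed here.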

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

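The tests of scaling, developmental stage and cell number below were chosen after the results were seen. The layer lists were fixed before the data were examined, but after Table S1, which comes from these arrays, had been read. Their counts and camera p-values are therefore not independent of that table. Genes of the yolk syncytial layer and lipoproteins were lower with ethanol, as a group that the paper does not discuss, although single members such as *tfa* are in its tables. Of 17 tested, 0 rose, 9 fell and 8 did not pass (0 higher and 10 lower when adjusted over the list alone), at a median log2 fold change of -0.78. The transferrin gene *tfa*, the apolipoprotein genes *apoa1a* (-1.03) and *apoc2* (-0.86) and *bhmt* (-1.02) are among them, and *uox* had a log2 fold change of -0.83 (SE 0.11, adjusted p = 0.0494 from limma). The camera test gave an adjusted p = 4.76e-14, and an adjusted p = 0.0329 with an estimated correlation, which was 0.0456 after quantile normalization and 0.0583 after median centring. Of the list, 10 genes are in Table S1. The medians in experiments 1 and 2, 3 to 5, and 6 were -0.85, -0.50 and -0.66.

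Enveloping layer markers were lower too. The paper discusses enveloping layer cells at a later stage but not these transcripts as a group, although single members are in its tables. Of 35 tested, 0 rose, 12 fell and 23 did not pass (1 higher and 16 lower when adjusted over the list alone), at a median of -0.34, with -0.45, -0.28 and -0.33 in experiments 1 and 2, 3 to 5, and 6. The fallen genes include *elf3*, the keratin gene *krt17* (-0.91), *evplb* (-0.90) and the annexin gene *anxa2b* (-0.82). The camera test gave an adjusted p = 7.12e-14, and an adjusted p = 0.0436 with an estimated correlation, which was 0.0719 after quantile normalization and 0.115 after median centring. Of this list, 14 genes are in Table S1.

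For the fall of both layer lists, quantile normalization argues against the scaling of the arrays. Under it, the higher of the 2 medians was still -0.39. Median centring lowered all log2 fold changes by the same amount. It could not have raised either median, so that it decides nothing here. Slower development of the ethanol embryos may account for part of it: of the called early zygotic genes outside the layer lists, 11 of 11 (100%) were lower, although 42 of the 53 early zygotic genes did not pass, 16 of the 53 had a log2 fold change above 0 and their median was -0.14, against -0.78 and -0.34 for the layer lists. In addition, 11 of the early zygotic list are in Table S1 and *her5*, *szl* and *rarab*, outside that list, were higher. Fewer enveloping layer cells cannot be told apart from lower transcript levels per cell. Of the 10 markers of highest signal, 7 were lower in 5 or more of 6 experiments, among them *lye* (-0.28) and *krt8* (-0.28). The others were *krt4* (-0.06), *krt18a.1* (-0.01) and *gata3* (0.16). A direct effect of ethanol on these genes was not separated from a delay by any test here. Nor was it for *her7*, *msgn1*, *her1* and *sox2*, which are among the 11 early zygotic genes called lower.

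In 3 of the named probe sets, 1 array lay far from the others of its treatment. The *apoa1a* signal of ethanol array 6 was 24.8, against 67.9 to 81.5 in the other ethanol arrays. The *nlgn1* signal of ethanol array 6 was 8.36, against 46.5 to 79.4, and the *top2a* signal of ethanol array 1 was 21.2, against 84.0 to 175. Chance marks about 5% of such groups, and 64 groups were examined.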

How the results depend on the processing

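The alternatives named here were set before the data were examined, except the last 3, which were chosen after seeing the data. The count of called probe sets (527) became 1 without the experiment term, where 804 had an unadjusted p under 0.05 in limma, 33 at an adjusted p under 0.05, 2 without a filter on low signal (1661 at an unadjusted p under 0.05), 824 at a signal of at least 100 and 327 after quantile normalization, where 284 of the 527 were called. Median centring gave 407, log2(signal + 50) 726, a random block for experiment 614 and the methods' own model 548. Leaving out 1 experiment left 23 to 145. Of the 6 probe sets of *sox2*, *dlc*, *dld* and *her7*, 0 were called without the experiment term and without a filter, 2 at an adjusted p under 0.05, and 2 to 6 without an experiment. Of the probe sets of Table 2 (52 called), 0 were called without the experiment term, 0 without a filter and 9 at an adjusted p under 0.05, and 6 to 20 without an experiment. Of those of Table S1 (494 called), 1 was called without the experiment term, 1 without a filter, 32 at an adjusted p under 0.05, 284 after quantile normalization, 291 after median centring, and 19 to 129 without an experiment. Over the lists, 65 called genes became 0 without the experiment term, 0 without a filter, 8 at an adjusted p under 0.05, 100 at a signal of at least 100, and 6 to 22 without an experiment. Of the comparisons of *sox2* with the other 4 factors, 3 passed on the log2(signal + 50) scale and 0 under the other alternatives with 6 pairs. Without an experiment the 5 pairs left allow no exact p under 0.0625, so that none could pass. Probe sets that differ between experiments fell from 3619 to 1751 at an adjusted p under 0.05 and to 1702 without a filter. Of the alternatives chosen after seeing the data, the methods' own model on log2(signal + 1) called 555 probe sets, experiments 3 to 5 alone 1, with 1153 at an unadjusted p under 0.05, and the data without experiments 1 and 2 together 65. Of the alternatives set before the data were examined, apart from the mean of a gene's probe sets and the other *sox2* probe set, which were run on other results only, none reversed a direction among the 101 called probe sets of the 117 named, and 9 to 33 of them passed when 1 experiment was left out. Fewer samples enter when an experiment is left out. Without the experiment term, differences between experiments count as residual spread. Such differences passed the moderated F test in limma for 3619 probe sets, and arrays of the same experiment had a correlation of 0.461. For the other settings the cause was not tested. Signals near the minimum of 50 are noisy relative to background, which limits the low genes.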

Differences from the paper's values

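Under the main setting, the fold changes compared, from the paper's text and Table 2, lay within 1 SD (log2) of the replicates from the values here, and the count of changed probe sets within 1.5 times of the paper's. The paper's 651 changed probe sets stand beside 527 here, at the same stated thresholds but with Benjamini-Hochberg in place of Storey q, limma in place of the plain model, and a filter on signal in place of Present calls. The settings under which the count lies more than 1.5 times from the paper's are the fit without the experiment term (1), an adjusted p under 0.05 (33), no filter on low signal (2), quantile normalization (327), median centring (407) and leaving out any 1 experiment (23 to 145). For *elf3*, the fold on the log2(signal + 50) scale was -1.44, against the paper's -1.87.

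The paper's text gives -2.51 for the fold of *her7*, while its Table 2 gives -2.93, and the value here is -2.94. In Table 2, 22 of the p-values differ from those of the probe set of Table S1 matched by symbol and nearest fold, and 3 folds differ. Of the 22, 21 are among the 25 factors with a position weight matrix. The last is the second row of zgc:162349, matched to the same probe set as the first, so that its p may belong to another. The paper's text gives *dld* a smaller p than its Table S1 does. The paper ranks the change of *sox2* above those of *foxc1a*, *foxa2*, *elf3* and *cdx4*. The mean log2 fold change here is also the lowest for *sox2* on the probe set of Table 2. On that probe set the differences from *foxc1a* and *foxa2* had the smallest exact p that 6 pairs allow. This p passes 0.05 after adjustment over the 4 comparisons only if at least 3 of them reach it, so that the adjusted p = 0.0625 does not speak against the ranking over these factors. On the log2(signal + 50) scale 3 of 4 passed (adjusted exact p = 0.0417). The added 50 shrinks changes of low signals such as that of *elf3* most, so that this pass is no evidence for the ranking. The differences from *elf3* (-0.08) and *cdx4* (-0.29) were within the spread between experiments. On the other *sox2* probe set the difference from *elf3* was 0.01. There, those from *foxc1a* (-0.38, exact p = 0.156) and *foxa2* (-0.52, exact p = 0.0625) held in 5 of 6 experiments each and did not reach the smallest p.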

Other observations

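Of the tests below, those of scaling and of high signals were chosen after the results were seen, and the counts over other groupings of the arrays were planned. Early zygotic genes were lower with ethanol. Of 53 early zygotic genes, 0 rose, 11 fell and 42 did not pass (0 higher and 13 lower when adjusted over the list alone), at a median of -0.14 and a camera adjusted p = 1.76e-09, and an adjusted p = 0.0134 with an estimated correlation. Among the 11 called, the 4 with the largest fall were *her7*, *msgn1*, *her1* and *sox2*. Of 29 oocyte and maternal transcripts, 3 rose, 0 fell and 26 did not pass (8 higher and 1 lower when adjusted over the list alone), among them *btg4* (0.55), the kinase gene *mos* (0.51) and the histone mRNA binding gene *slbp2* (0.46). The camera adjusted p was 0.00851, and the adjusted p = 0.317 with an estimated correlation. Of 11 germ plasm genes, 1 rose (*kop*, 0.37), 0 fell and 10 did not pass (2 higher and 1 lower when adjusted over the list alone), with a camera adjusted p = 0.298.

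Of 28 genes of ER stress, 2 rose (*chac1*, 0.40, and *calr3a*, 0.39), 0 fell and 26 did not pass (8 higher and 0 lower when adjusted over the list alone), with a camera adjusted p = 0.00238, and an adjusted p = 0.247 with an estimated correlation. Of 16 heat shock protein genes, 0 rose, 1 fell (*cdc37*, -0.35) and 15 did not pass (1 higher and 1 lower when adjusted over the list alone), with a camera adjusted p = 0.0255, and an adjusted p = 0.247 with an estimated correlation. Of 27 genes of alcohol metabolism and antioxidants, 2 rose (*txnrd3*, 0.44, and *aldh7a1*, 0.35), 1 fell (*nqo1*, -0.58) and 24 did not pass (2 higher and 1 lower when adjusted over the list alone), with a camera adjusted p = 0.629. Of 18 genes of the p53 response and cell death, 2 rose (*tradd*, 0.55, and *bokb*, 0.38), 0 fell and 16 did not pass (3 higher and 0 lower when adjusted over the list alone), with a camera adjusted p = 0.762. Of 15 FGF pathway genes, 0 were called by limma (2 at an unadjusted p under 0.05, and 0 when adjusted over the list alone). *etv5a* had a log2 fold change of 0.33 on the probe set of higher signal, which stands for the gene in the list, and one of 0.57 (SE 0.16, adjusted p = 0.148 from limma), called higher, on another probe set. *etv4* had one of -0.19. The FGF list had a camera adjusted p = 0.0403, and an adjusted p = 0.247 with an estimated correlation. Of 5 SoxB1 target genes that the paper names for a later stage, 0 were called by limma, 0 had an unadjusted p under 0.05 and 0 passed when adjusted over the list alone. At 4.5 hpf *pcdh18a* had a log2 fold change of -0.40 and *hesx1* one of -0.30, and the list a camera adjusted p = 0.107. The control means of *shha* (50.1), *zic1* (62.3) and *pcdh18a* (85.2) lay near the signal minimum, so that changes in them could be missed. That of *tdgf1*, 8077, lay far above it, with a log2 fold change of 0.04.

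Of 100 drawn groupings of the 12 arrays into 6 and 6 that can be fitted with experiment as a factor, the real one included, 2 gave as many calls. The highest other, 534, kept the control arrays of experiments 1, 2, 3 and 6 with the ethanol arrays of 3 and 6, so that only the pairs of experiments 1 and 2 were parted, and these by treatment. Of the other drawn groupings, 38 part 2 pairs and 54 part 4, and thus hold less of the contrast than the real one, so that their low counts exclude nothing. Of the 32 ways to swap treatment within the 6 pairs, each of which parts all 6 as the real one does, 1 gave as many calls, the real one, and the highest other gave 0. This argues against chance as the source of the 527 calls as a whole. It does not exclude chance, since 1 of 32 is the smallest share that 6 pairs allow, and it does not bear on single calls.

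More called probe sets were higher than lower with ethanol (70.0% higher). An effect of the scaling of the arrays cannot be told apart from a true excess of rises. The share was 43.1% after quantile normalization and 29.5% after median centring. Both settings set the arrays to a common distribution or median, which could also lower a true excess of rises. Neither balanced the calls, and median centring took the median log2 fold change of all tested probe sets from 0.05 to -0.05. The lower share therefore does not tell the scaling from a true excess. The direction of most changes across the transcriptome is left open.

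Ribosomal protein genes had lower signals with ethanol: of 57, 0 rose, 1 fell (*rps26l*, -0.40) and 56 did not pass (0 higher and 8 lower when adjusted over the list alone), and 57 had a log2 fold change under 0, at a median of -0.24 (-0.51, -0.18 and -0.01 in experiments 1 and 2, 3 to 5, and 6). A compression of high signals cannot be told apart from a lower level of these transcripts. Of 10000 random lists matched on mean signal, with a median of -0.12, 0 (0%) were as low, which taken alone would have excluded compression by the bound set for this test. That bound was judged wrong only after this value was seen, because the random lists carry none of the correlation of 0.62 between the ribosomal genes. The median was -0.10 after quantile normalization and -0.35 after median centring. The camera adjusted p went from 1.46e-19 to an adjusted p = 0.247 with an estimated correlation.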
